A study of Mus musculus with 50 samples. Its data were reported in "mTORC1 coordinates an immediate unfolded protein response-related transcriptome in activated B cells preceding antibody secretion" (2020).

How the data were processed

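The deposited tables give transcript abundances in TPM, the estimated number of transcripts of a gene per 1e6 transcripts, and the authors made them with kallisto. The submitters' processing notes name kallisto, limma and the mm10 mouse genome and state no version for any of them, though the published methods give versions. The authors also deposited log2 tables made from estimated counts with the voom step of limma. Each kind of table was deposited with and without the immunoglobulin genes.

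The TPM table without immunoglobulin genes was used for every gene test. It listed 29995 genes, against 30317 in the table with immunoglobulin genes, so 322 listed genes had been left out by the submitters. Of those 322, 316 carry an immunoglobulin gene symbol. The genes of that table summed to 509158 to 955906 TPM per library, so each library was rescaled to a total of 1000000. Values were then taken as log2 of TPM plus an offset of 1. Genes were tested when at least 4 libraries reached 1 TPM, which left 13784 genes. Of the listed genes, 28012 were above 0 in any library.

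The tables used hold no counts. Counts and depth were estimated back from the deposited log2 values under the assumption that an offset of 0.5 counts had been added, as voom does and the submitters do not state. Depth came to 5.45 to 75.2 M fragments (M, 1e6) per library with immunoglobulin genes and 5.38 to 63.44 M without them. The submitters state that plasma cell libraries were sequenced deeper because immunoglobulin genes take up so many of the reads.

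One linear model per gene was fitted in limma over all 50 libraries and 11 groups, with a variance trend on mean abundance. Every comparison was drawn from that model. A gene was called when its Benjamini and Hochberg adjusted p was below 0.05 and its change was above 2-fold. Standard errors are those of limma. Means and standard deviations (SD) are of TPM after rescaling. The p-values measure the spread between libraries. The series states that the libraries are biological replicates from 5 mice, and nothing in the records says that a replicate number marks a mouse.

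Whether equal numbers mark paired libraries was examined from the data. For each number the deviations of its 2 libraries from their group means were correlated over all tested genes. Every pair correlated above 0.1 in 4 comparisons: CpG plus cytokines against CpG in GFP− marginal zone cells (0.205 to 0.493), the same in GFP+ cells (0.406 to 0.58), and GFP+ against GFP− marginal zone cells with CpG (0.254 to 0.479) and with CpG plus cytokines (0.299 to 0.632). Over all groups the mean correlation was 0.185 for equal numbers and −0.047 for different numbers. The model treats all libraries as unpaired.

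Named genes come from 3 rules. The first is a panel of 29 genes of B cell identity, plasma cell fate and the unfolded protein response. Many of its genes, such as Asns, Edem1 and Hspa5, are named by the study as changed in these samples. Their calls here are therefore not independent evidence. The second takes the largest rises and falls, 8 of each in a main comparison and 4 of each in a secondary comparison. These were drawn from called genes whose libraries did not overlap between the groups and whose mean was at least 20 TPM in the higher group. Predicted genes, ribosomal protein genes and the genes used for sorting were left out. The third takes up to 4 called members of each gene list with the largest changes. All of these rules, the gene lists and the comparisons were set before the data were examined.

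There were 42 gene lists, written from general knowledge of the biology. They were tested with camera in limma, with its preset correlation of 0.01 between genes, and p-values were adjusted over the 42 lists of a comparison. The test was repeated with the correlation between members estimated from the residuals of the same model, which is stricter. The rotation test fry was run beside it and asks whether the members themselves move, without regard to other genes. The 2 lists of unfolded protein response genes that the study names were chosen by its authors on these same samples, so their behaviour here is not independent evidence. The activation list holds 24 genes, and 23 were tested because Stc2 did not pass the abundance filter.

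Plasma cell signatures were the 250 called genes with the largest rise in plasma cells over follicular cells. They were tested with camera over the libraries of the 4 populations taken from the mouse. Their behaviour in marginal zone cells shares the follicular libraries with their definition. The follicular libraries were therefore also split, with 3 or 2 defining the signature and the others serving as the control, in all 20 ways. For the comparison with other divisions of the marginal zone and follicular libraries, each division picked its own signatures. Fixed ones had been picked against the real follicular libraries, and their values are given beside. Picking anew does not remove every advantage of the real division, since each signature shares its follicular group with the test. Overlaps of comparisons that share a group were set against both the independent expectation and a simulation in which no group changes, and against the same 20 splits. The simulation shows only what the shared control gives without any effect, so it is no baseline for lists that hold real changes.

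The share of TPM from immunoglobulin genes was compared with exact permutation tests over all ways to divide the libraries, adjusted over 5 comparisons.

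Total scaling forces each library to the same sum, so a large rise of some genes lowers all others. The median change of all tested genes was −0.17 log2 in B220+ plasma cells against follicular cells, −0.14 in B220− plasma cells and 0.10 in CpG cultures of follicular cells. Scaling by the median of ratios gave factors of 0.702 to 1.262. Alternatives named before the data were examined were this scaling, an offset of 0.1, no abundance filter, the deposited log2 values, voom weights on TPM, a block for the replicate number, a model of the compared groups alone, and each library left out in turn. Alternatives added later are named with the results of the robustness checks.

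The method was tested on simulated libraries with planted changes. They were drawn from the means of the resting follicular libraries, with each gene's spread within groups and each library's depth. Genes varied independently of each other, without the length trend or any effect of the replicate number. Changes were planted only in genes whose resting follicular mean lay well above the abundance filter. Recovery of lower genes was not tested. For marginal zone against follicular cells, 143 of 150 genes planted at 3-fold or more were recovered (95.3%) with 2 false calls. For the cytokine comparison in marginal zone cells, 131 of 150 were recovered (87.3%) with 3 false calls. For the interaction of cytokines and cell type, 116 of 150 were recovered (77.3%) with 5 false calls. The planted gene list was found in all 3, with adjusted p = 1.46e-12, 2.67e-16 and 4.03e-06. Of 40 unchanged lists, 0 were called by camera. Since simulated genes did not correlate, false calls and unchanged lists show only how the method behaves without such correlation.

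Among tested genes 54, in 25 sets, had values identical to those of another symbol. They count once per symbol in every total given. Positions and transcript lengths are those of GENCODE vM21 on GRCm38, and 95.5% of tested genes had a length. Libraries of the same group differed from each other by 0.405 to 1.005 log2 (root mean square). The closest 2 libraries of different groups differed by 0.43. Work was done in R 4.3.3 with limma 3.58.1 and Python 3.11.15 with matplotlib 3.10.9.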

Results

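Splenic B cells and bone marrow plasma cells from mice with a green fluorescent protein (GFP) reporter for Blimp1, the protein of Prdm1, were profiled by RNA sequencing. There were 50 libraries in 11 groups. Populations taken straight from the animal were follicular B cells (n = 5), marginal zone B cells (n = 5), B220+ plasma cells (n = 5) and B220− plasma cells (n = 4). Follicular cells cultured for 72 h gave 3 groups of 5: GFP− cells from CpG DNA alone and from CpG with interleukins 4 and 5, both sorted at division 4, and GFP+ cells from CpG with the cytokines at division 5. Marginal zone cells cultured for 48 h gave 4 groups of 4: GFP− cells of both conditions at division 3 and GFP+ cells of both at division 4.

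Depth differed between groups. Estimated fragments outside immunoglobulin genes (M, 1e6 fragments) numbered 5.64 to 29.02 M in resting follicular cells and 8.86 to 40.66 M in resting marginal zone cells. In follicular cultures they numbered 7.57 to 20.23 M with CpG, and with the cytokines 7.88 to 18.29 M in GFP− and 50.28 to 63.44 M in GFP+ cells. In marginal zone cultures they were 5.38 to 20.56 M (CpG, GFP−), 6.82 to 19.29 M (cytokines, GFP−), 21.2 to 59.62 M (CpG, GFP+) and 40.93 to 58.77 M (cytokines, GFP+). Plasma cells had 14.74 to 30.56 M (B220+) and 11.32 to 17.9 M (B220−). Abundances are TPM after immunoglobulin genes were set aside, and changes are log2 ratios of TPM + 1.

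The first component of the log2 values held 29.5% of the variance and the second 26.9%. Prdm1 itself followed the sort: its mean was 2.3 ± 0.334 TPM in follicular cells, 9.22 in marginal zone cells, 82.9 ± 33.9 in GFP+ follicular cultures, 108 ± 69.6 in B220+ and 126 ± 53.4 in B220− plasma cells. Ptprc, whose product carries the B220 epitope, was 130 ± 60.5 TPM in B220+ and 104 ± 28.7 TPM in B220− plasma cells.

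**Figure D1:**
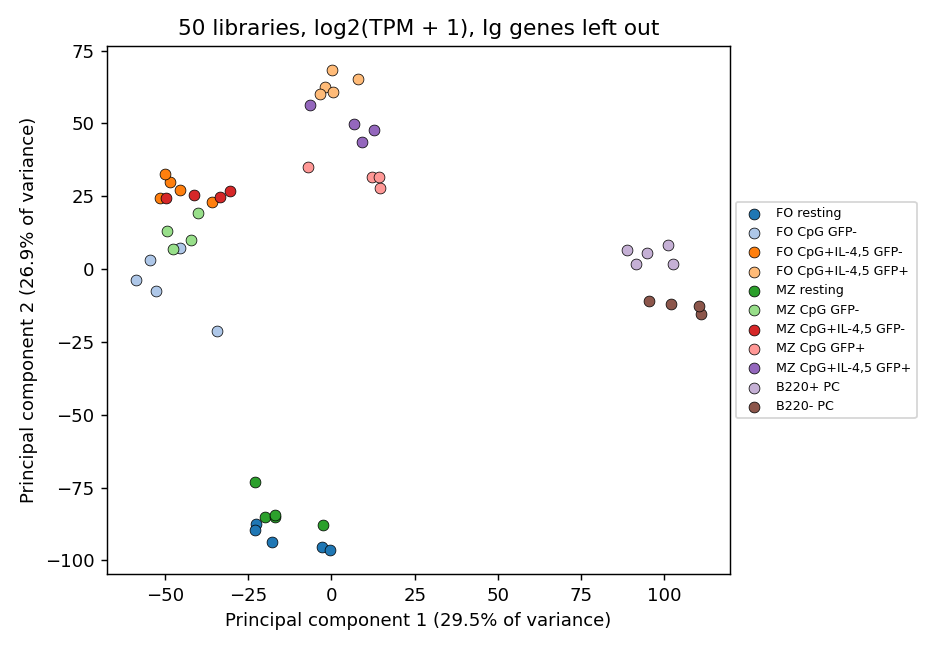
Libraries on the first 2 principal components of log2(TPM + 1), coloured by group. FO, follicular; MZ, marginal zone; PC, plasma cell.

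Which genes set resting marginal zone cells apart from follicular cells was asked first, with 5 libraries of each. Ackr3, which encodes a scavenging chemokine receptor, was at 133.9 ± 47.93 TPM in marginal zone and 1.25 ± 0.2026 TPM in follicular cells (log2 change 5.83, standard error 0.331, adjusted p = 2.29e-18). S1pr3, a sphingosine phosphate receptor at chr13:51408639-51422797 (+), was at 225.1 ± 82.99 against 6.467 ± 1.721 TPM (4.87, standard error 0.31, adjusted p = 1.02e-16). The tetraspanin gene Cd9, at chr6:125460266-125494791 (−), was at 424.7 ± 61.79 against 15.92 ± 2.062 TPM (4.65, standard error 0.206, adjusted p = 4.84e-22). Pla2g7 (5.44), Serpine2 (5.23), Tspan15 (5.09), Asb2 (5.03) and Rgs10 (4.77) completed the 8 largest rises.

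Cd55, the complement decay accelerating factor at chr1:130439027-130462744 (−), was lower in marginal zone cells, at 127 ± 18.85 against 692.8 ± 108.4 TPM (−2.44, standard error 0.167, adjusted p = 1.16e-15). The other largest falls were Wfdc17 (−4.31), Crisp3 (−3.33), B3gnt7 (−2.84), the carbonic anhydrase gene Car2 (−2.82), Scimp (−2.68), Mapk11 (−2.57) and Myadm (−2.54). Genes behind the sort behaved accordingly: Fcer2a, which encodes CD23, was at 46.62 ± 5.156 against 697.1 ± 164.1 TPM, and Cr2 at 760.1 ± 197.4 against 232 ± 100.1 TPM.

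The disulfide isomerase gene Pdia4 was at 1360 ± 229.3 against 261.2 ± 74.62 TPM (2.43, adjusted p = 7.24e-14). Mzb1, whose product helps immunoglobulin assembly, was at 1173 ± 142.9 against 321.5 ± 65.4 TPM (1.88, adjusted p = 4.23e-11), and Derl3, of ER-associated degradation, at 24.1 ± 5.27 against 5.87 ± 2.02 TPM (1.89). Prdm1 rose by 1.63 (adjusted p = 0.000244). Xbp1, which encodes the transcription factor spliced by Ire1, was at 217.2 ± 31.62 against 182 ± 34.19 TPM and was not called (0.26, adjusted p = 0.328). Hspa5, the ER chaperone BiP, was at 2019 ± 390.7 against 1321 ± 148.2 TPM (0.60, adjusted p = 0.0266), a change under 2-fold. Myc was at 2167 ± 612 against 575.9 ± 153.3 TPM (1.91, adjusted p = 1.05e-08). Immediate early genes averaged 6.99 ± 0.23 against 6.55 ± 0.29 log2(TPM + 1), and whether the Myc rise goes with them was not tested. Sdc1, the plasma cell marker CD138, was lower, at 1.474 ± 0.675 against 10.16 ± 5.049 TPM (−2.10).

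Of the marginal zone marker list, 18 of 21 measured genes were higher and 1 lower (camera adjusted p = 2.08e-30, and 1.58e-07 with an estimated correlation). Of 17 follicular markers, 9 were lower, among them Bach2 (−2.08) and Itgb7 (−2.00), and 1 higher (5.45e-11, and 0.0275). Of 26 genes of the G2 and M phases 18 were higher and 0 lower, with Birc5 (2.39), Ccna2 (2.03) and Ccnb2 (2.02) as examples (median 1.34, camera adjusted p = 2.01e-14, fry adjusted p = 7.31e-06, but adjusted p = 0.175 with an estimated correlation). Of 32 ER chaperone genes 2 were higher (adjusted p = 0.079). The B1 and age-associated cell list had 5 of 14 genes higher, with Fcrl5 (3.46) and Plscr1 (2.29) among them (9.47e-05, and 0.107). In the list of ER translocation genes the median (0.05) and mean (0.03) were above 0 while camera placed it below other genes (adjusted p = 0.644).

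Markers of other cells also differed. Ms4a7 (42.29 ± 11.68 against 1.505 TPM), Cd68 (2.05), Spic and Hmox1 (both 1.24) were higher in marginal zone libraries, and 5 of 10 myeloid genes were called (0.000108, and 0.00267 with an estimated correlation). Vpreb3 (−2.21), Lef1 (−1.59) and Sox4 (−1.20) were lower, 3 of 6 pro-B genes (1.08e-05, and 0.0054). Haemoglobin transcripts were higher in follicular libraries mainly through replicate 4, where Hbb-bs read 467 TPM. It read 2.61 to 16.2 TPM in the other follicular libraries and 1.19 to 4.05 TPM in marginal zone libraries. Nkg7 was likewise uneven (14.98 ± 24.22 TPM in marginal zone cells).

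In total 904 genes were called, 682 higher and 222 lower, and 17 of 42 lists, of which 4 were still called with an estimated correlation. Both populations were sorted as CD19+, and whether any of these transcripts came from other cells was not tested here.

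**Figure D2:**
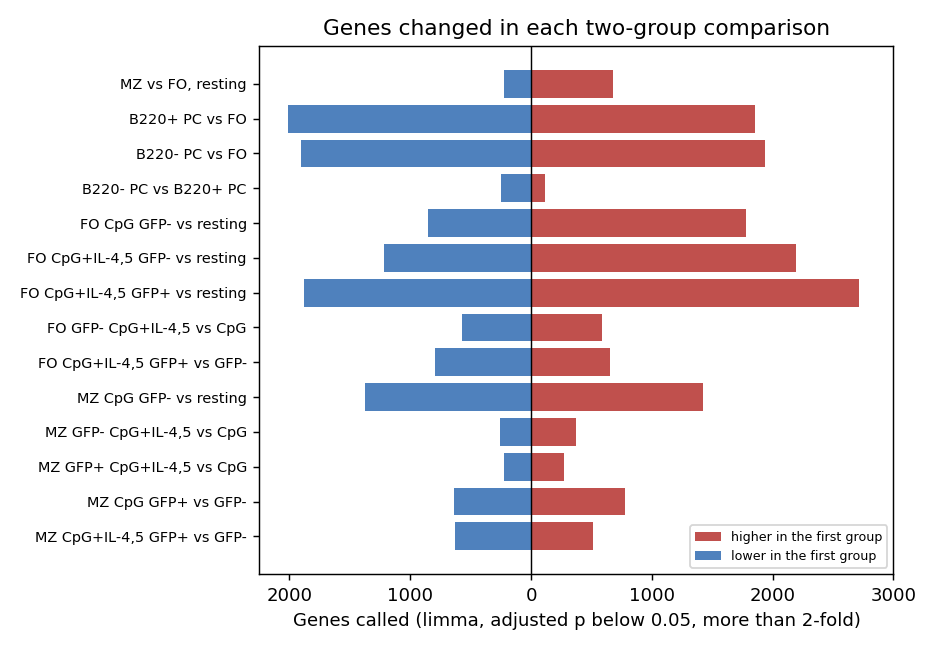
Number of genes called higher and lower in each comparison at adjusted p below 0.05 and more than 2-fold.

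How plasma cells differ from follicular cells was asked next, for B220− (n = 4) and B220+ cells (n = 5) against the same 5 follicular libraries. The protease inhibitor gene Slpi, at chr2:164354070-164389095 (−), stood at 10210 ± 3956 TPM in B220− plasma cells and 2.21 ± 2.332 TPM in follicular cells (11.78, standard error 0.706, adjusted p = 9.1e-19). Tnfrsf17, which encodes the survival receptor BCMA, stood at 761.9 ± 206 against 0.5513 ± 0.9393 TPM (9.06, standard error 0.303, adjusted p = 9.23e-28). Prg2 was at 1952 ± 515.1 TPM in B220− and 864.3 ± 392.4 TPM in B220+ plasma cells and was listed at 0 in all follicular libraries. Ly6c2 (9.30), Tmem176a (8.82), Pon3 (8.10), the chemokine receptor gene Ccr10 (8.05) and Derl3 (7.92) followed in B220− cells. In B220+ cells Slpi (11.30), Tnfrsf17 (8.72) and Ly6c2 (8.43) led.

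Xbp1, at chr11:5520659-5525893 (+), was at 8408 ± 1530 TPM in B220− and 6633 ± 1311 TPM in B220+ cells against 182 ± 34.19 TPM (5.52 and 5.18, adjusted p = 4.31e-29 and 2.9e-29). Prdm1 rose by 5.15 and 4.80, and Irf4 in B220− cells by 1.31 (258.4 ± 121.9 against 127.7 ± 93.26 TPM, adjusted p = 0.0388). In B220+ cells Irf4 was at 199.3 ± 122.1 TPM and was not called (adjusted p = 0.174). Hspa5, at chr2:34771970-34777547 (+), rose by 1.92 and 2.38, the chaperone gene Hsp90b1 by 4.30 and Edem1, of ER-associated degradation, by 5.52 in B220− cells. The asparagine synthetase gene Asns, a target of the integrated stress response, was at 278.5 ± 33.92 against 1.588 ± 1.041 TPM (6.87, adjusted p = 6.7e-15). Cd28 was at 230.7 ± 45.63 against 0.2918 TPM (7.52).

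Ccr7, the chemokine receptor of lymphoid homing at chr11:99144196-99155077 (−), was at 1.61 ± 0.8462 TPM in B220− cells against 2219 ± 357.1 TPM (−9.78, standard error 0.361, adjusted p = 2.96e-26) and fell by 10.25 in B220+ cells. Plaur was listed at 0 in all B220− libraries and at 1172 ± 498 TPM in follicular cells. Nr4a1 (−9.75), Ms4a4c (−8.60), Cd72 (−8.57), Plk2 (−8.20), H2-Oa (−8.16) and Cxcr5 (−7.98) were the other large falls. Pax5, the B cell identity factor, was at 0.39 ± 0.125 against 34.82 ± 9.43 TPM (−4.64), Bcl6 fell by 4.80 and Bach2 fell by 3.76. Ciita, which drives class II genes, was at 0.92 against 126.1 TPM (−5.93) and H2-Aa at 349.9 against 9824 ± 1444 TPM (−4.93).

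In B220− cells 22 of 24 plasma cell genes rose (camera adjusted p = 1.37e-25, and 7.77e-06 with an estimated correlation) and 29 of 32 ER chaperone genes (1.11e-25, and 0.000121), with Txndc5 (5.35), Fkbp11 (4.94) and Creld2 (4.90). So did 21 of 24 ER translocation genes such as Ssr4 (3.70; 6.02e-06 with an estimated correlation), 31 of 38 genes of traffic between ER and Golgi (0.00269), 16 of 22 genes of ER-associated degradation such as Edem2 (5.11) and Sel1l (4.75; 0.00195), and 21 of 32 N-glycosylation genes such as Rpn1 (3.71; 0.000121). Of 31 B cell identity genes 26 fell and 1 rose (1.39e-19, and 0.00199), and of 15 class II genes 13 fell (4.99e-10, and 0.0449). Of 17 follicular markers 13 fell and 3 rose (4.8e-07, but adjusted p = 0.0712 with an estimated correlation). Of 30 genes of the integrated stress response 20 rose and 3 fell (6.32e-06, but adjusted p = 0.323 with an estimated correlation). The G2 and M list had 18 of 26 genes higher and 1 lower (1.36e-06, but 0.335 with an estimated correlation), while DNA replication genes were split, 7 up and 6 down, with a median of −0.16, a mean of 0.01 and camera pointing up (adjusted p = 0.928). In B220+ cells 30 of 32 ER chaperone genes (5.37e-05 with an estimated correlation) and 24 of 26 G2 and M genes rose (0.0378).

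Of the 2 lists named by the study, 13 of 23 genes of its activation list and 26 of 33 of its plasma cell list rose in B220− cells (1.25e-05 and 5.05e-21, with 0.308 and 0.00583 under an estimated correlation). Those lists were chosen on these samples and are not independent evidence. Markers of other cells moved in the same comparison: Prg2, a granule gene of eosinophils, decided its list of 3 (0.0141, and 0.0449), 4 of 10 myeloid genes rose and 1 fell (0.0377, and 0.102), and 6 of 14 genes of natural killer and plasmacytoid dendritic cells rose and 1 fell (0.0132, and 0.199).

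The totals were 3843 genes in B220− cells (1937 up, 1906 down) and 3867 in B220+ cells (1855 up, 2012 down). Lists called numbered 26 and 27, and 10 and 9 of them with an estimated correlation. The median change of all genes was −0.14 and −0.17. With scaling by the median of ratios the counts were 2236 up and 1652 down in B220− cells and 2203 and 1685 in B220+ cells, where the majority turned from falls to rises. Among the 4 populations taken from the mouse, 5737 genes differed in at least 1 pair.

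Immunoglobulin genes supplied 90.3 ± 1.09% of TPM in B220− plasma cells (n = 4) and 85.9 ± 0.93% in B220+ cells, against 5.81 ± 0.51% in follicular cells (n = 5; exact p = 0.00794, adjusted p = 0.0198, for B220− against follicular cells). Marginal zone cells were at 5.39 ± 0.376% (exact p = 0.175, adjusted p = 0.175). As shares of estimated counts the means were 72.62%, 63.73% and 1.81% in B220−, B220+ and follicular cells.

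**Figure D3:**
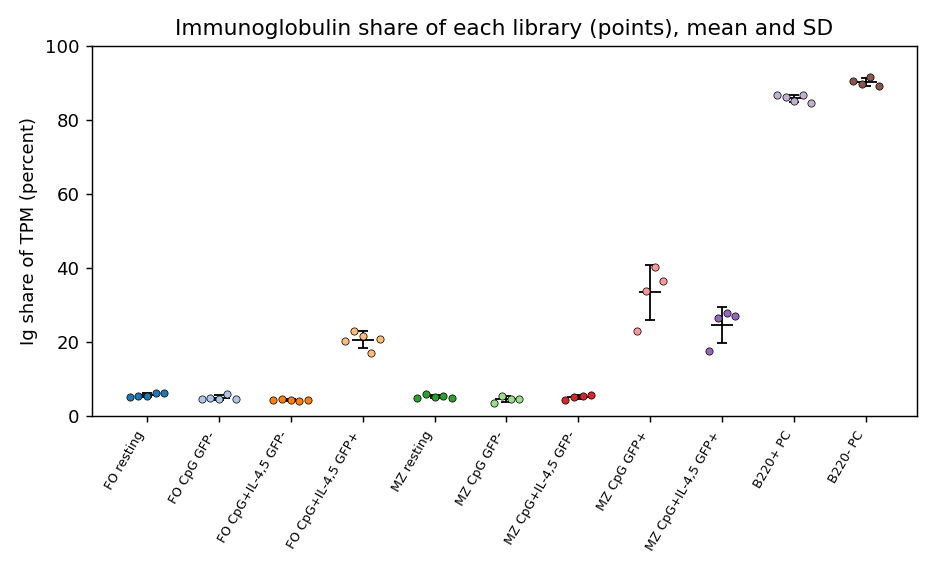
Share of TPM from immunoglobulin genes in each library, by group.

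Which genes separate the 2 plasma cell populations was the next question (B220−, n = 4; B220+, n = 5). Cpq, a peptidase gene at chr15:33083129-33594552 (+), was at 45.21 ± 15.63 TPM in B220− and 4.675 ± 3.313 TPM in B220+ cells (3.15, standard error 0.247, adjusted p = 1.08e-12). Ggh (2.73), B3galnt1 (2.69), Wnt10a (2.42), Spns3 (2.28), the homing receptor gene Sell (2.16, 68.04 ± 10.66 against 17.34 ± 11.34 TPM), Cldn7 (2.15) and the metallothionein gene Mt2 (2.00) followed. Ube2c, of mitotic exit, at chr2:164769898-164778822 (+), was at 36.29 ± 17.42 against 255.9 ± 88.76 TPM (−2.83, standard error 0.293, adjusted p = 1.09e-09). Hist1h2ae (−2.75), Cdkn3 (−2.73), Birc5 (−2.70), Plk1 (−2.58), Nuf2 (−2.57), Kif22 (−2.54) and Cdca8 (−2.48) were the other largest falls. The plasma cell regulators were not called: Xbp1 0.35 (adjusted p = 0.298), Prdm1 0.35 (0.739), Sdc1 0.61 (0.216) and Hspa5 −0.45 (0.242).

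Of 26 G2 and M genes 25 were lower in B220− cells and 0 higher (median −2.11, camera adjusted p = 2.65e-69, and 0.000462 with an estimated correlation). Of 30 DNA replication genes 15 were lower, among them Cdc6 (−2.23), Rrm2 (−2.18) and Cdc45 (−1.93; 3.21e-29, and 0.0163). ER chaperone genes shifted down as a list with 0 members called (median −0.24, camera adjusted p = 0.00104, but adjusted p = 0.358 with an estimated correlation), and proteasome genes behaved the same way (1.5e-08, and 0.351). H2-Ab1 was at 1390 ± 346.4 against 3325 ± 1588 TPM (−1.14), the only one of 15 class II genes called (0.000766, and 0.431). The macrophage gene C1qb was at 0.638 against 11.12 ± 12.68 TPM (−2.14), uneven across B220+ libraries. In total 362 genes were called, 115 higher and 247 lower, and 16 lists, 2 of them with an estimated correlation. A model of the 2 groups alone called 150 genes (29 higher, 121 lower).

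How follicular cells cultured with CpG differ from resting ones was asked with GFP− cells at division 4 (n = 5) against resting cells (n = 5). No culture without CpG was sequenced, so effects of CpG cannot be separated from those of culture, time and division. The secreted protein gene Wfdc21, at chr11:83746940-83752642 (+), was at 2887 ± 1141 against 3.013 ± 3.346 TPM (9.71, standard error 0.43, adjusted p = 5.55e-23). Hnf1b was at 276.3 ± 52.55 against 0.2521 ± 0.209 TPM (7.78), Ms4a6c at 1043 ± 193 against 12.31 ± 3.207 TPM (6.31) and Ube2c at 561.3 ± 188.4 against 4.145 ± 2.709 TPM (6.85). Cebpd (6.83), Ifitm2 (6.31), Pcbd1 (6.28) and Birc5 (6.25) were the other largest rises. Fos, an immediate early gene at chr12:85473890-85477273 (+), was at 0.4734 ± 0.3347 against 802.9 ± 177.7 TPM (−9.09, standard error 0.278, adjusted p = 1.64e-28). Plaur (−8.59), Nr4a1 (−7.84), Dusp1 (−6.98), Hs3st1 (−6.83), Plk2 (−6.61), Rgs1 (−6.24) and Ppp1r15a (−5.91) fell as well. The resting libraries carried these transcripts at high levels.

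Prdm1 rose in CpG cultures, to 13.96 ± 6.41 TPM (2.08, adjusted p = 1.15e-06), although these cells were GFP−. Irf4 fell by 4.11, and Hspa5 fell by 1.18 (580.1 ± 53.91 against 1321 ± 148.2 TPM, adjusted p = 1.7e-06). Xbp1 was at 239.7 ± 30.63 against 182 ± 34.19 TPM (0.41, adjusted p = 0.0362), under 2-fold. Atf6, which encodes the membrane-bound sensor of the unfolded protein response, rose by 2.45 (77.85 ± 31.49 against 13.66 ± 6.474 TPM). Fcer2a fell by 6.39, Cd86 fell by 3.85 and Myc fell by 4.32. Immediate early genes averaged 6.55 ± 0.29 log2(TPM + 1) in the resting libraries and 3.43 ± 0.17 in CpG cultures. Whether the falls of Irf4, Cd86 and Myc belong to that high level in resting libraries was not tested.

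All 26 G2 and M genes rose (median 4.89, camera adjusted p = 6.91e-39, and 0.0116 with an estimated correlation), and 24 of 30 DNA replication genes rose and 1 fell (3.26e-13, but adjusted p = 0.142 with an estimated correlation). Of 27 immediate early genes 24 fell, Junb among them (−5.81), and 1 rose (2.18e-25, and 0.0116). Of 25 sterol synthesis genes 21 rose, with Sqle (3.03, 145.1 ± 32.88 against 16.78 ± 3.19 TPM), Mvd (2.72) and Hmgcs1 (2.60; 1.81e-10, but 0.229 with an estimated correlation). Of 32 ER chaperone genes 3 rose, Mzb1 among them (2.11), and 2 fell, Dnajb9 among them (−2.62; adjusted p = 0.563). Class II genes fell, 11 of 15, with H2-Ab1 at 4301 ± 1487 against 19900 ± 6212 TPM (2.55e-09, but 0.106 with an estimated correlation). Of the activation list of the study 12 of 23 genes rose (0.000277, and 0.619), and of its plasma cell list 3 of 33 rose and 1 fell, with a median of 0.13 and a camera direction of down (adjusted p = 0.91).

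CpG cultures differed from resting cells in 2631 genes, 1780 up and 851 down, so 67.7% of changes were rises. With scaling by the median of ratios the counts were 1404 and 1161 (54.7% rises), so the balance of rises and falls depends on the scaling.

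With the cytokines, 3412 genes differed from rest in GFP− cells (2196 up, 1216 down; 64.4% rises, and 53.9% of 1823 and 1561 with median-of-ratios scaling) and 4594 in GFP+ cells (2712 up, 1882 down). In GFP+ cells the excess of rises shrank to 2382 against 2189 with median-of-ratios scaling and turned with the deposited log2 values (3003 up, 3148 down). Hnf1b (7.21), Ube2c (6.99), Birc5 (6.53) and Ccnb1 (6.33) rose most in GFP− cells, and Fos (−9.01), Nr4a1 (−7.92), Plaur (−7.74) and Dusp1 (−7.16) fell most. In GFP+ cells the largest changes were Tmed6 (8.44), Socs2 (8.09), Slpi (7.72) and Nupr1 (7.35), and Nr4a1 (−9.29), Plaur (−8.69), Rasgef1b (−7.87) and Fos (−7.78). Xbp1 stood at 1261 ± 231.2 TPM in GFP− and 4353 ± 563.5 TPM in GFP+ cells. ER chaperone genes rose in 17 of 32 cases and fell in 1 in GFP− cells (camera adjusted p = 1.34e-05, but 0.178 with an estimated correlation) and rose in 28 in GFP+ cells (1.19e-16, and 0.00493).

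What the cytokines add to CpG was asked in GFP− follicular cells at the same division (n = 5 each). Cish, a feedback inhibitor of STAT5 at chr9:107296026-107302784 (+), was at 164.4 ± 23.84 against 0.8102 ± 0.4321 TPM (6.54, standard error 0.326, adjusted p = 2.71e-20). Socs2, a related inhibitor, was at 160 ± 31.36 against 3.309 ± 1.064 TPM (5.24). Il4i1, an amino acid oxidase gene named for its response to interleukin 4, was at 704.1 ± 328.9 against 30.46 ± 12.36 TPM (4.48). Hdc (5.43), Ccl22 (5.41), Metrnl (5.34), Lmo7 (5.17) and Lifr (4.91) also rose, and Klrg2 was at 30.54 ± 8.907 TPM against a value listed at 0 in all CpG libraries. The tyrosine kinase gene Hck, at chr2:153108468-153151441 (+), was at 7.666 ± 3.251 against 400 ± 40.91 TPM (−5.61), and Wfdc21 at 44.91 ± 13.76 against 2887 ± 1141 TPM (−5.93). Pipox (−4.74), Anxa1 (−4.53), Cd36 (−4.37), Kcnj1 (−4.35), Cdo1 (−4.19) and Endou (−4.02) fell too.

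Xbp1 was at 1261 ± 231.2 against 239.7 ± 30.63 TPM (2.38, standard error 0.158, adjusted p = 3.44e-16), and Irf4 rose by 2.00. Hspa5 was at 1488 ± 344.2 against 580.1 ± 53.91 TPM (1.33) and Hsp90b1 at 994.7 ± 241.6 against 382.8 ± 95.52 TPM (1.38). Prdm1 was lower by less than 2-fold (−0.88, adjusted p = 0.0465). Atf6 (−1.04), Atf3 (−1.06) and Bcl6 (−1.30) fell. The CD23 gene Fcer2a rose by 3.53 and Myc by 1.53.

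Of 23 genes of the response to interleukin 4 through STAT6, 15 rose and 1 fell (median 2.15, camera adjusted p = 4.61e-17, and 0.0017 with an estimated correlation), and of 18 genes of interleukin 5 and STAT5 10 rose and 2 fell (2.62e-06, but 0.113 with an estimated correlation). Myc and ribosome biogenesis genes rose in 16 of 32 cases, or 17 adjusted over the list alone, among them Srm (2.11), Odc1 (1.80) and Gnl3 (1.59; 9.95e-19, and 0.0209). ER chaperone genes rose in 11 of 32 cases and fell in 1, with Creld2 (1.96), Sdf2l1 (1.67) and Manf (1.60) as examples (4.3e-09, fry 1.07e-08, but adjusted p = 0.0561 with an estimated correlation). N-glycosylation genes shifted with 2 of 32 called (median 0.46, 2.43e-06, and 0.0402). Genes of the integrated stress response rose in 10 of 30 cases, Asns among them (1.88), and fell in 1 (3.54e-06, but 0.325 with an estimated correlation). Of B cell identity genes 7 of 31 fell and 1 rose (0.00141, and 0.325). In the lists of the study 6 of 23 activation genes rose and 1 fell (0.0208, and 0.67), and 7 of 33 plasma cell genes rose (2.77e-07, and 0.245).

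The cytokines changed 1161 genes, 589 up and 572 down, and 23 lists were called, 3 of them with an estimated correlation. The share of TPM from immunoglobulin genes was 4.41 ± 0.247% with and 5.08 ± 0.613% without them (exact p = 0.0159, adjusted p = 0.0265). That call was lost with shares of estimated counts (difference −0.111 points, exact test, adjusted p = 0.923) and without replicate 4 of the GFP− cytokine cultures (exact p = 0.0556). T cell genes Thy1 (5.41 TPM against 0) and Cd8b1 (6.8 against 0.106 TPM) were higher with the cytokines.

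**Figure D4:**
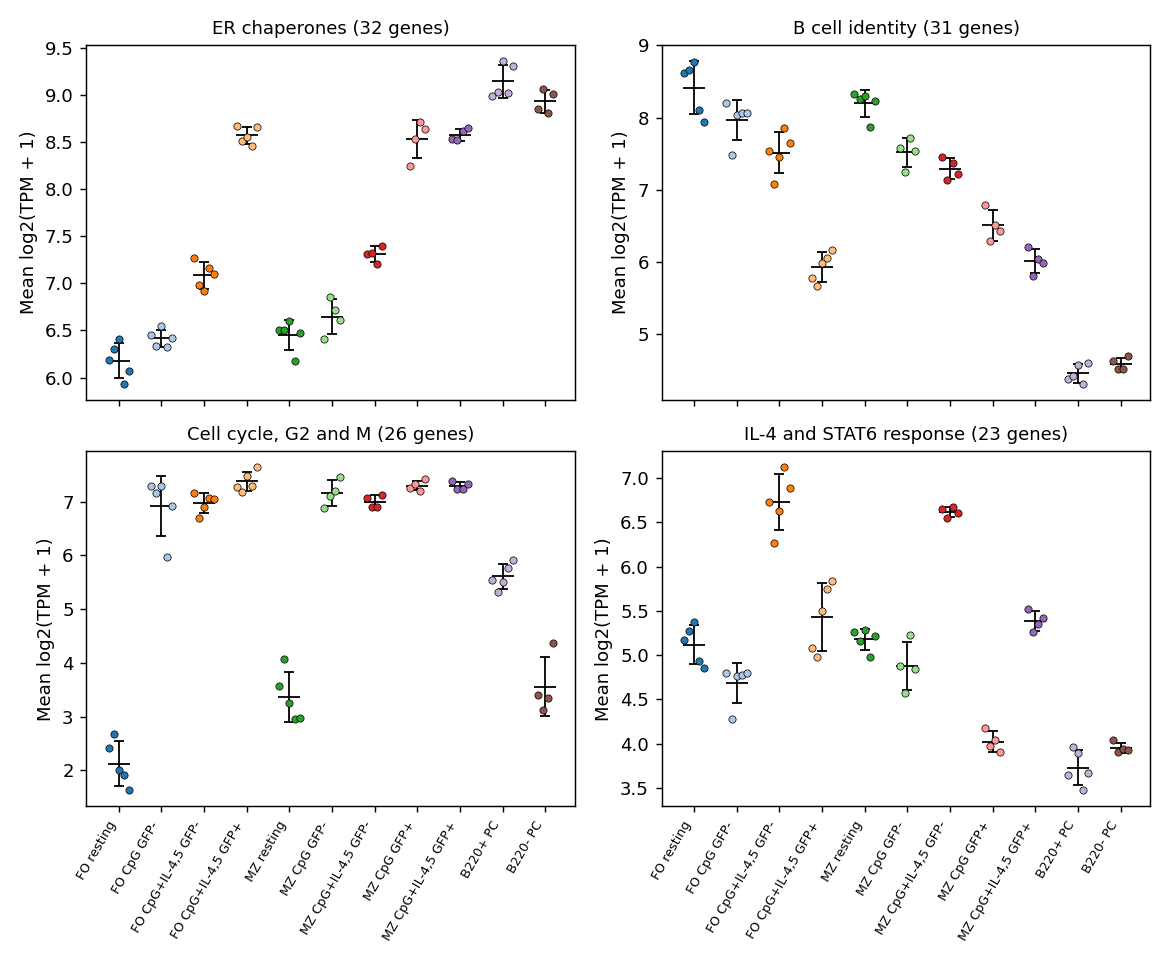
Mean log2(TPM + 1) of 4 gene lists in each library, by group.

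What accompanies Blimp1 expression was asked in follicular cells with CpG and cytokines, GFP+ cells at division 5 against GFP− cells at division 4 (n = 5 each). Prdm1, at chr10:44437177-44528501 (−), was at 82.92 ± 33.9 against 6.749 ± 2.195 TPM (3.38, adjusted p = 2.9e-11). Rgcc was at 80.48 ± 16.97 against 1.931 ± 0.558 TPM (4.80), and Kdelr3, which returns ER proteins from the Golgi, at 30.34 ± 6.709 against 0.5778 ± 0.3114 TPM (4.31). Bhlha15, encoding the secretory cell factor Mist1 at chr5:144190286-144194441 (+), was at 77.18 ± 16.93 against 4.728 ± 3.241 TPM (3.89, adjusted p = 3.25e-14). Hid1 (4.26), Gpr160 (4.01), the thyroglobulin gene Tg (3.82) and S100g (3.66) rose, as did Slpi (4.13), which varied widely at 848.7 ± 713.3 TPM. Il4i1, at chr7:44816387-44840809 (+), was at 10.28 ± 6.451 against 704.1 ± 328.9 TPM (−6.03, adjusted p = 2.3e-17). Sell (−5.88), the transcription factor gene Spib (−4.81), Ms4a4c (−4.60), Pltp (−3.96), Scn4a (−3.85), Sorl1 (−3.83) and Dnase1l3 (−3.68) fell.

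Xbp1 was at 4353 ± 563.5 against 1261 ± 231.2 TPM (1.80, adjusted p = 1.57e-12), Irf4 at 187.2 ± 72.02 against 21.6 ± 5.355 TPM (2.99) and Sdc1 at 34.78 ± 12.3 against 1.441 TPM (3.83). Hspa5 rose by 1.66 and Hsp90b1 by 2.39. Pax5 was at 8.585 ± 2.047 against 35.8 ± 11.97 TPM (−1.90), Bach2 fell by 2.38 and Bcl6 fell by 2.09.

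ER chaperone genes rose in 24 of 32 cases with 0 falls, Fkbp11 among them (3.33; median 1.51, camera adjusted p = 5.48e-32, and 2.06e-05 with an estimated correlation). ER translocation genes rose in 14 of 24 cases, Ssr2 among them (2.11; 5.78e-07 with an estimated correlation), 17 of 38 of ER to Golgi traffic (0.00066), 13 of 22 of ER-associated degradation with Derl3 (2.58; 0.00168), 15 of 32 of N-glycosylation with Rpn1 (1.89; 2.06e-05) and 18 of 24 plasma cell genes (2.88e-05). Of 31 B cell identity genes 21 fell, with Cd22 (−3.26; 0.00283), and of 15 class II genes 10 fell and 1 rose, with H2-Oa (−3.41) and Ciita (−3.02; 0.0496). Genes of the interleukin 4 response fell in 15 of 23 cases and rose in 2 (0.0323). Genes of NF-kB and TLR9 signalling fell in 14 of 31 cases and rose in 3 (9.67e-06, but adjusted p = 0.148 with an estimated correlation). Of the plasma cell list of the study 24 of 33 rose (0.00175), and of its activation list 1 of 23 (camera adjusted p = 0.0574).

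GFP sorting separated 1454 genes, 655 up and 799 down, and 23 lists, 10 of them with an estimated correlation. The immunoglobulin share was 20.7 ± 2.25% against 4.41 ± 0.247% (exact p = 0.00794, adjusted p = 0.0198), or 7.259% against 1.588% of estimated counts. GFP+ and GFP− cells also differed by 1 division and by depth, 50.28 to 63.44 against 7.88 to 18.29 M fragments, so neither can be separated from GFP status here. The deposited log2 values gave 653 rises and 1650 falls.

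How marginal zone cells respond in culture was asked with the same conditions (resting, n = 5; cultures, n = 4 each). Against resting cells, GFP− CpG cultures were higher in Wfdc21 (352.5 ± 154.1 against 0.2886 ± 0.4276 TPM, 8.04), Hnf1b (7.24), Cebpd (6.16) and Pcbd1 (5.92). They were lower in Plaur (−9.57), Fos (−9.43), Nr4a1 (−7.79) and Dusp1 (−6.88). All 26 G2 and M genes rose (camera adjusted p = 2.08e-34, and 0.0148 with an estimated correlation) and 15 of 21 marginal zone markers fell (1.26e-12, and 0.00123). CpG cultures differed from resting cells in 2791 genes, 1420 up and 1371 down. That balance turned to falls with scaling by the median of ratios (1336 up, 1461 down) and an offset of 0.1 TPM (1734, 1753). It also turned without the libraries with a trend by transcript length (1346, 1539). Here too no culture lacked CpG, so CpG cannot be separated from culture, time and division.

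The cytokines raised Cish in GFP− marginal zone cells (170.3 ± 16.42 against 0.8842 ± 0.9449 TPM, 6.61, adjusted p = 4.12e-18), Metrnl (5.35), Socs2 (5.07) and Xbp1 (1493 ± 333 against 389.2 ± 38.9 TPM, 1.92). Batf3 was at 36.76 ± 20 TPM with and listed at 0 in all libraries without them. Wfdc21 (−4.40), Anxa1 (−3.60) and Hck (−3.44) fell. Hbb-bh1, an embryonic globin gene, fell by 3.69 from uneven CpG libraries at 19.6, 9.73, 202 and 66.7 TPM. Of 23 genes of the interleukin 4 response 13 rose and 1 fell (0.000187 with an estimated correlation), and of 32 ER chaperone genes 8 rose and 1 fell (median 0.81, camera adjusted p = 4.49e-14, and 0.00877). The counts were 629 genes in GFP− cells (374 up, 255 down) and 499 in GFP+ cells (274 up, 225 down). Among GFP+ cells Cish (5.81), Socs2 (5.17), Tnfrsf8 (5.13) and Il1r2 (4.49) rose and Apoe (−4.95), Nox1 (−4.59), Rpgrip1 (−3.91) and Klhl6 (−3.58) fell, while Xbp1 was at 5420 ± 637.2 against 4769 ± 1104 TPM (0.21, adjusted p = 0.76).

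GFP+ marginal zone cells were compared with GFP− cells in both conditions. GFP+ cells were sorted at division 4 and GFP− cells at division 3. GFP+ libraries held 21.2 to 59.62 M (CpG) and 40.93 to 58.77 M fragments (cytokines). GFP− libraries held 5.38 to 20.56 M and 6.82 to 19.29 M. Neither division nor depth can be separated from GFP status here. With CpG, Slpi was at 1729 ± 1192 against 15.63 ± 11.63 TPM (6.74), Bhlha15 at 98.95 ± 39.39 against 2.182 ± 0.7171 TPM (4.93, adjusted p = 1.03e-15), and Hid1 (4.91), Fkbp11 (4.73), Xbp1 (3.59) and Prdm1 (2.98) rose. Wfdc17 (−4.19), Spib (−4.07), Wfdc21 (−4.06) and Hbb-bh1 (−4.45) fell. With cytokines Slpi (6.05), Crisp1 (4.30), Rgcc (3.88) and Hid1 (3.76) rose, and Il4i1 (−5.22), Spib (−4.85), Sell (−4.32) and the T cell receptor gene Trbc2 (−4.34) fell. ER chaperone genes rose in 25 of 32 cases, or 26 adjusted over the list alone, with CpG (1.08e-43, and 9.37e-07 with an estimated correlation) and in 24 with cytokines (3.29e-33, and 1.38e-05). Of 31 B cell identity genes 14 fell and 1 rose with CpG (6.43e-06, but adjusted p = 0.165 with an estimated correlation) and 18 fell and 1 rose with cytokines (0.0119).

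T cell genes moved with these gene groups. Of 18 members 9 were lower in GFP+ cells with CpG (6.4e-06, but adjusted p = 0.264 with an estimated correlation) and 12 with cytokines, or 13 adjusted over the list alone (2.39e-10, but 0.0941). Trbc2 stood at 39.1, 63.6, 12.5 and 0.755 TPM in the GFP− CpG libraries and at 62.5, 86.9, 23.1 and 0.741 TPM in those with cytokines, and at no more than 0.305 TPM in GFP+ libraries. The cells were sorted as CD19+ before culture, and the sorts after culture name no exclusion of T cells. In total 1415 genes differed with CpG (777 up, 638 down) and 1143 with cytokines (510 up, 633 down). With the deposited log2 values the balance shifted towards falls, to 820 up and 1102 down with CpG and to 511 and 1047 with cytokines. Immunoglobulin genes supplied 33.5 ± 7.43% of TPM in GFP+ against 4.66 ± 0.717% in GFP− cells with CpG (n = 4 each, exact p = 0.0286, the smallest this size allows, adjusted p = 0.0357). Within equal numbers, which pair these libraries, an exact sign-flip test gave p = 0.125, the smallest possible with 4 pairs. As a share of estimated counts the values were 13.346% and 1.676%.

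**Figure D5:**
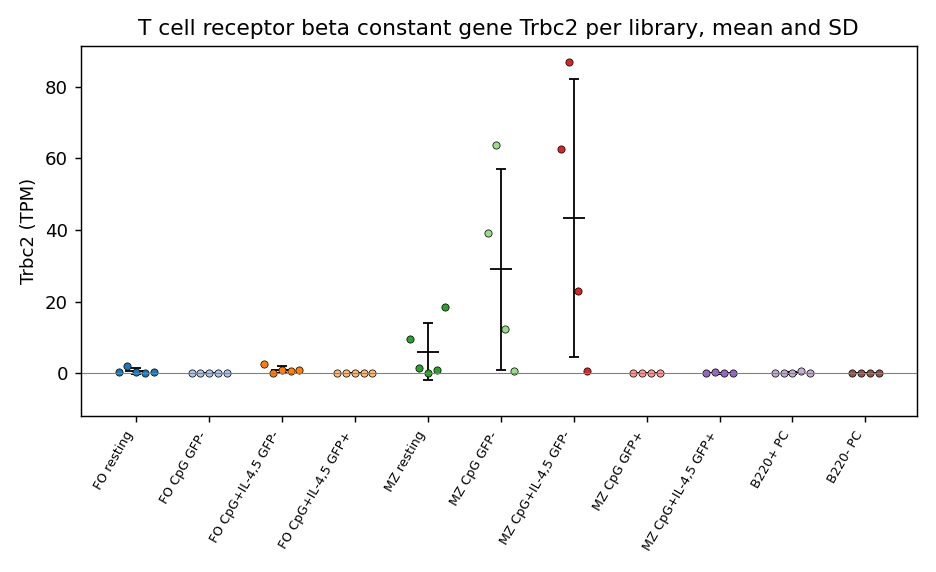
Trbc2 TPM in each library, by group, with mean and SD.

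How plasma cell signatures behave in resting marginal zone cells was asked with the 250 genes that rose most in each plasma cell population. The median of the B220+ signature was 0.447 higher in marginal zone than in follicular cells, with 79 genes up and 6 down (camera p = 2.61e-12, and 0.00967 with an estimated correlation). That signature holds 18 genes of the cell cycle and replication lists, such as Ube2c, Birc5 and Ccna2, and 8 of the lists of other cells, such as Cd68 and Hmox1. The B220− signature was 0.288 higher, with 59 up and 6 down (3.67e-08, and 0.0491), and holds 0 and 9 such genes. Without all of these the medians were 0.328 (camera p = 3.49e-09, and 0.0154 with an estimated correlation) and 0.282 (4.09e-08, but p = 0.0525 with an estimated correlation, which ends that call). Cell cycle genes outside the lists, such as Cdca3, Nuf2 and Kif22, stayed in the B220+ signature, so 0.328 is not free of the cell cycle. The follicular libraries serve in both comparisons. With those libraries divided between them the median lay between 0.322 and 0.535 for B220+ (largest camera p of limma 1.22e-05) and between 0.127 and 0.415 for B220− (largest camera p 0.000505), upward in all 20 divisions. With an estimated correlation the B220− call was lost in 16 of the 20 divisions (p from 0.0423 to 0.175 by camera) and the B220+ call in 1 (p from 0.00567 to 0.0514). The top 100 genes gave 0.476 and 0.334.

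Overlaps of called genes were counted where comparisons share no library. GFP+ status in follicular cultures and B220− plasma cells against follicular cells had 462 rises in common (92 for independent lists) and 453 falls (110.5). The cytokines raised 286 genes in both cell types (16) and lowered 208 (10.6), and changes correlated at 0.738 over all genes. GFP+ against GFP− cells with cytokines had 433 rises in common between the cell types (24.2) and 452 falls (36.7). In both cell types GFP+ cells were sorted at a later division and sequenced deeper. Those common genes therefore cannot be given to GFP status alone. Where comparisons share follicular libraries, those libraries can add to the common genes, so the counts are not read as shared effects. Marginal zone and B220− plasma cells had 262 rises in common (95.8 for independent lists, 186 to 313 over the divisions, and 0 in simulated groups without any change) and 149 falls (30.7, 105 to 152, and 0). CpG and B220− plasma cells had 498 (250.1, 420 to 519, and 0) and 485 (117.7, 418 to 467, and 0).

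Whether the cytokines act differently in follicular and marginal zone cells was tested as an interaction. It called 60 genes, 27 with a higher and 33 with a lower change in follicular cells, Cdo1 (−3.41, adjusted p = 4.1e-05), Kcnj1 (−2.88), Rgcc (−2.51) and Endou (−2.50) among the latter. The interaction of GFP status with cell type, in cultures with cytokines, called 24 genes (14 higher, 10 lower), with Pltp (−2.43, adjusted p = 0.02), Srpk3 (−1.96), Vpreb3 (−1.86) and Ly6d (−1.84) lower. By camera 13 and 14 lists were called, and 0 with an estimated correlation. Cell type is tied to 48 or 72 h of culture and to the division sorted, so the interaction cannot be given to cell type alone. Both counts moved widely with the processing, from 0 to 120 and from 2 to 47 genes.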

Values the study reported

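The study reported 1205 genes regulated differently between freshly isolated follicular and marginal zone B cells. It reported 7249 genes that differed among the 4 populations taken from the animal.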

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

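The 3 patterns weighed here were picked after the data were seen, and the tests of the replicate number, of the small offset and of T cells were chosen only after the result was seen, whereas those of the depth offset, base composition and depth were written down before.

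The first pattern is the excess of falls that the deposited log2 values gave for GFP+ against GFP− follicular cultures. A technical explanation tested was a single offset of 0.5 counts, assumed here and not stated by the submitters, in libraries of unequal depth (56.4 against 13 M fragments (M, 1e6)): with an offset scaled to depth 1169 falls were called, against 1650 with the deposited values and 799 with TPM, just under the bound set beforehand, so the offset fits as part of the cause and leaves much of the excess. Falls of low genes that an offset of 1 TPM hides are not the whole cause, since an offset of 0.1 TPM called 1040. Of 66 genes listed at 0 in all 10 libraries, 59 were called lower with the deposited values (median −2.16). The 875 falls called only with the deposited values lay low, at medians of 0.242 TPM in GFP+ and 0.926 TPM in GFP− cells. How far these explanations together account for the remaining falls stays open, and no biological explanation was tested.

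The second pattern is a trend with transcript length between libraries of the same group, strongest in resting follicular replicate 4, follicular GFP− cytokine replicate 2, resting marginal zone replicate 4 and B220+ plasma cell replicates 1 and 5. Base composition was excluded, as the partial correlation with length was still 0.344 in size once it was held fixed. Depth could not be told apart from no effect (r = −0.264, permutation p = 0.0972). The replicate number accounted for 39.4% of the variance of the trend against 8.9% in shuffled numbers (permutation p = 0.0013), which fits a preparation or mouse shared by libraries of 1 number, and 10 of 11 libraries numbered 4 lay below their group mean. Which of the 2 it was stays open, and no biological explanation was tested.

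The third pattern is the T cell transcripts in GFP− marginal zone cultures. The called members rose and fell together over the 8 libraries with a median correlation of 0.823, against 0.116 in random lists and at most 0.599 in 1000 of them. That met the prediction for T cells carried through the sort. The members were picked by their calls in these libraries, and random lists were matched on mean level only. Other genes regulated together could pass as well, so the test cannot single out T cells. Equal numbers also correlated between CpG and cytokine cultures, so the 8 libraries are not independent. Lower expression in GFP+ B cells of either origin could not be told: the follicular change was 0.147 of the marginal zone change at the median, with a spread of 0.539. Against T cells, the starting cells were sorted as CD19+. Yet resting marginal zone replicates 1 and 5 held Trbc2 at 9.46 and 18.6 TPM and Cd3e at 1.91 and 4.66 TPM before culture. Lck was also at 70.59 TPM in resting follicular cells, where Cd3e was at most 0.172 TPM. Lck therefore tells nothing for or against T cells. Whether T cells were present, and how they would have passed the sort, stays open. Genes tracking the T cell markers made up 24 of 638 falls with CpG and 28 of 633 with cytokines, so most falls lay elsewhere.

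Single libraries far from the others of their group were looked for with a rule that chance meets in about 1 of 20 groups. Over 187 sets of library measures it marked 15 (9.3 expected), and over 170 pairs of named genes and compared groups 11 (8.5 expected). The gene search was first run over all groups, 827 pairs with 47 marked (41.4 expected), and narrowed after that count was seen.

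The immunoglobulin share was 6.141% in follicular CpG replicate 4 (others 4.622 to 5.03%) and 17.563% in marginal zone GFP+ cytokine replicate 1 (26.495 to 27.917%). Depth was 30.56 M in B220+ plasma cell replicate 3 (14.74 to 17.2 M). The length slope was −0.1441 in resting marginal zone replicate 4 (0.0201 to 0.0542). The mean correlation with the group was 0.9797 in marginal zone GFP+ cytokine replicate 4 (0.9828 to 0.9832) and 0.9503 in B220+ plasma cell replicate 5 (0.9618 to 0.9656).

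The remaining library values are log2(TPM + 1). Cr2 was 1.39 in follicular GFP+ replicate 4 (2.31 to 2.64) and 8.70 in resting marginal zone replicate 4 (9.64 to 9.82), and Fcer2a was 5.28 in resting marginal zone replicate 2 (5.59 to 5.71). The eosinophil and basophil list averaged 1.82 in resting marginal zone replicate 5 (0.79 to 0.98), 1.12 in marginal zone GFP− CpG replicate 4 (0.79 to 0.84) and 3.26 in marginal zone GFP+ cytokine replicate 4 (3.11 to 3.13). The neutrophil list averaged 2.03 in resting follicular replicate 4 (0.59 to 0.75) and 1.56 in marginal zone GFP− cytokine replicate 3 (0.45 to 0.62), and the pro-B list 2.77 in follicular GFP− cytokine replicate 2 (2.93 to 2.95). Car2 was 4.14 in resting follicular replicate 3 (4.89 to 5.05) and Scimp 4.75 in resting marginal zone replicate 2 (2.80 to 3.35). In B220− plasma cell replicate 5 Prg2 was 10.21 (11.05 to 11.14) and Plk2 1.03 (0.24 to 0.33). In follicular CpG replicate 2 Pcbd1 was 6.84 (6.11 to 6.32) and Nr4a1 1.65 (2.73 to 2.98), and in replicate 4 Cdo1 was 6.70 (4.95 to 5.28). In follicular GFP− cytokine replicate 2 Cish was 6.95 (7.38 to 7.52) and Wfdc21 6.13 (5.18 to 5.40), and in replicate 5 Dnase1l3 was 3.40 (4.46 to 4.73). Pltp was 3.39 in follicular GFP+ replicate 3 (2.49 to 2.68).

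Differences between cell types were tested as interactions. For the effect of the cytokines, follicular minus marginal zone cells, these were Hbb-bt 4.79, Hbb-bh1 4.55, Dlk1 2.72 (identical values stand under a second symbol, DLK1, with 2.72), Cdo1 −3.41, Kcnj1 −2.88, Rgcc −2.51 and Endou −2.50. For GFP status they were Pltp −2.43, Srpk3 −1.96, Vpreb3 −1.86 and Ly6d −1.84. The globin gene Hbb-bh1 was uneven across the marginal zone CpG libraries, as given above. Its value is therefore not taken as a difference between cell types.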

How the results depend on the processing

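No named gene or share that was called changed direction. Lists and signatures were not rerun with the other scaling, offset, filter, log2 values or weights, nor with each library left out. An estimated correlation cannot change their direction, and with the replicate block no called list or signature changed direction. The majority of rises or falls turned in some counts: B220+ plasma cells and marginal zone CpG with median-of-ratios scaling (2203 up, 1685 down; 1336, 1461), B220− plasma cells and marginal zone CpG with an offset of 0.1 (2275, 2384; 1734, 1753) and without the libraries with a length trend (1855, 2098; 1346, 1539), B220− also with voom weights (2123, 2168), follicular GFP+ against rest and marginal zone CpG GFP+ against GFP− with deposited log2 values (3003, 3148; 820, 1102) and voom on estimated counts (3063, 3196; 798, 1104), and the GFP interaction with an offset of 0.1 (3, 7), deposited log2 values (0, 3) and voom on estimated counts (0, 2). Added after the data were seen were voom on estimated counts, the length trend as a covariate or its libraries left out, an offset scaled to depth, immunoglobulin shares of estimated counts and the removal of genes that track T cell markers, or of cell cycle and other-cell list genes from the signatures; the limits of 0.1 for the length slope and 0.9 for tracking were set after their values were seen. For results that moved, the cause was not tested unless stated.

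A model of the compared groups alone, with fewer libraries to estimate spread, called 150 genes between the plasma cell populations. GFP+ against GFP− follicular cultures gave 2303 with the deposited log2 values, 2413 with voom on estimated counts and 1841 with the offset scaled to depth. For the cytokines in GFP+ marginal zone cells voom on estimated counts gave 771. Without genes that track T cell markers, GFP+ against GFP− marginal zone cells gave 1384 with CpG and 1113 with cytokines.

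The interaction of cytokines and cell type (60) gave 20 with an offset of 0.1, 10 with deposited log2 values, 109 with the replicate block, 0 with voom on estimated counts (limma), 120 with the length covariate and 17 with only the groups compared. The interaction of GFP status and cell type (24) gave 10, 3, 37 and 2 in the first 4 of these, 12 with voom weights on TPM and 7 with only the groups compared. Without marginal zone GFP− cytokine replicate 4 the first gave 95 and the second 47; without its replicate 2, or GFP+ cytokine replicate 3, the second gave 15.

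With each library left out in turn the counts ran over these ranges: marginal zone against follicular 853 to 944; B220+ plasma cells 3792 to 4083; B220− 3793 to 3988; between plasma cells 333 to 465; follicular CpG 2476 to 2881, cytokines 3319 to 3610, GFP+ 4486 to 4684; cytokines against CpG 1115 to 1295; GFP+ against GFP− 1381 to 1499; marginal zone CpG 2642 to 2928; cytokines against CpG 556 to 678 in GFP− and 446 to 522 in GFP+; GFP+ against GFP− 1244 to 1623 with CpG and 1028 to 1185 with cytokines; interactions 49 to 95 and 15 to 47.

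With the deposited log2 values marginal zone against follicular cells gave 1210 genes and the 4 populations from the mouse 6999. The B220− signature without cell cycle and other-cell list genes lost its call with an estimated correlation (0.282, p = 0.0525). Of 319 list calls 87 held with an estimated correlation. The immunoglobulin share with cytokines against CpG differed by −0.111 points as a share of estimated counts (adjusted p = 0.923), ran from −0.78 to −0.401 with each library left out, and was lost without follicular GFP− cytokine replicate 4 (exact p = 0.0556). With the replicate number as a block, by sign flips that cannot reach 0.05 at these sizes, the differences were 84.392 (exact p = 0.125), −0.667 (0.0625), 16.298 (0.0625) and 28.808 (0.125). Apart from the 2 interactions the block moved no count of genes by over 1.5 times. Outside the 4 paired comparisons equal numbers correlated from −0.284 to 0.652, so the number is only a hint of pairing there.

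Counting each named gene once per comparison, the deposited log2 values made 15 results stronger and 62 weaker (1761 unchanged), voom on estimated counts 12 and 55, only the groups compared 3 and 108, no filter 0 and 41, median-of-ratios 7 and 35, an offset of 0.1 14 and 31, voom weights on TPM 7 and 19, the block 6 and 4, the length covariate 7 and 0, leaving out libraries with a length trend 2 and 45, and leaving out each library 24 and 522 (17291 unchanged). The shallowest library held 5.38 M fragments, and whether depth limits calls of low genes was not tested.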

Other observations

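Tests of other divisions of the libraries were chosen, and their predictions written, only after the first run had been seen.

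Other gene lists moved with the cytokines in GFP− follicular cells (n = 5 each). Interferon genes fell in 5 of 26 cases with a median of −0.61 (camera adjusted p = 0.0105, but adjusted p = 0.453 with an estimated correlation). Aminoacyl tRNA synthetase genes shifted up with 0 of 20 called (median 0.64, camera 1.21e-07, and 0.247). Proteasome genes (median 0.40, 2.56e-06, and 0.325) and genes of nucleotide and one-carbon metabolism, 5 of 31 up (median 0.55, 5.66e-07, and 0.245), shifted the same way. Sterol genes (camera adjusted p = 0.665) and glycolysis genes (0.476) were not called, and G2 and M genes, at the same division, were not either (0.649).

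In B220− plasma cells against follicular cells 11 of 20 tRNA synthetase genes rose (camera adjusted p = 1.7e-05, but adjusted p = 0.308 with an estimated correlation) and 10 of 33 genes of autophagy and lysosomes rose and 1 fell (0.000218, and 0.199), while 11 of 22 cytosolic heat shock genes fell and 3 rose (0.00638, and 0.388) and 11 of 32 Myc and ribosome biogenesis genes fell and 2 rose (0.00155, and 0.378). All 4 calls were lost with an estimated correlation. Homing and adhesion genes were split, 12 up and 12 down, with a median of 0.02, a mean of −0.76 and camera pointing down (0.586). Of the 2 lists of unfolded protein response genes, the activation list rose in 17 of 23 cases in follicular GFP− cytokine cultures against rest (1.14e-05, but adjusted p = 0.295 with an estimated correlation) and in 17 in GFP+ cultures (4.23e-06, and 0.221), and the plasma cell list in 11 of 33 and 26 of 33 (0.00304, and 0.424; 1.56e-13, and 0.0353). Both were chosen on these samples.

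Each count was set beside those of other divisions of the same libraries, which tell only whether chance can be excluded. The real division called the most genes, 1 of 100 divisions being as large, for marginal zone against follicular cells (904, highest other 588). The same held for B220+ (3867, 2843) and B220− plasma cells (3843, 3127). It also held for follicular CpG (2631, 1888), cytokines (3412, 1910) and GFP+ (4594, 2502) against rest. Cytokines against CpG (1161, 514), GFP+ against GFP− follicular cells (1454, 695), marginal zone CpG (2791, 2147) and the 4 populations from the mouse (5737, 4224) did likewise. For the cytokine interaction (60, highest other 49) cell type labels were exchanged within each kind of culture. That puts the whole difference between cell types into the spread, so this comparison cannot tell whether chance is excluded. The B220+ signature, picked anew in each division, was largest in the real division as well (0.447, highest other 0.394). With fixed signatures the highest other was 0.427 in size. A signature picked anew shares its follicular group with the test. The real division, with the most genes called, can therefore keep an advantage. Against 35 divisions the real one also called the most genes for cytokines in GFP− marginal zone cells (629, highest other 131, and 6 where every pair is parted) and in GFP+ cells (499, 44 and 2). So it did for GFP status with CpG (1415, 545 and 221) and with cytokines (1143, 249 and 37).

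In 3 results another division did better. Between the plasma cell populations 4 of 100 divisions called at least the 362 genes of the real one. A division that put B220− replicate 4 with B220+ replicates 1, 2 and 4 called 1140. That points to structure among these libraries other than the B220 sort. The libraries put together had length slopes of −0.1142 to −0.0402, and the other plasma cell libraries −0.0014 to 0.1699. The division thus follows the trend with transcript length. For the interaction of GFP status and cell type 3 of 100 reached 24 (highest 106). Its labels were exchanged as for the cytokine interaction, so that share cannot tell whether chance is excluded. For the B220− signature, also picked anew in each, 3 of 100 reached 0.288 (highest 0.319, or 0.328 in size with fixed signatures). All 3 shares lie under 1 in 20, though by little. For the B220− signature the call with an estimated correlation was lost in 16 of 20 divisions of the follicular libraries (p from 0.0423 to 0.175 by camera), so its rise is not taken as settled.

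Within groups the first component of the deviations held 31.5% of the variance, and its loadings correlated with log2 transcript length at 0.345 in size, the sign of a component being arbitrary. Resting follicular replicate 4 had Hba-a2 at 791 TPM, Hbb-bs at 467, Hba-a1 at 235 and Hbb-bt at 111 TPM. Resting marginal zone replicates 1 and 5 had Trbc2 at 9.46 and 18.6 TPM.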
